A study of Mus musculus with 15 samples. Its data were reported in "Pan-AMPK activator O304 prevents gene expression changes and remobilisation of histone marks in islets of diet-induced obese mice" (2021).

How the data were processed

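Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used by the authors to map 2 histone marks in pancreatic islets of CBA mice. H3K27Ac, acetylation of lysine 27 of histone H3, marks active promoters and enhancers, and H3K27Me3, trimethylation of the same residue, marks chromatin repressed by Polycomb. The labels describe 15 samples. Of these, 12 are ChIP samples, with 2 replicates for each mark in each of 3 diets, and 3 are input samples with 1 per diet. Mice ate either a regular chow (RD), a diet rich in fat (HFD) or the latter with the compound O304 added (HFD-O304), which the authors describe as an activator of AMPK. Samples were grouped by mark and diet as given in their titles.

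The authors mapped paired-end reads to the mouse genome (GRCm38, Ensembl release 96) with bowtie2, merged the alignments of the 2 replicates of each group and called broad peaks with MACS 2.1.2. Per the file headers, fragments were taken as paired (BAMPE), the q-value cutoff was 0.01 for both strong and weak regions, 1 fragment was kept per position, the effective genome size was 1.87e+09 and no control file was given. The lowest −log10 q over the lists was 2.06. A local background was not used, so each list had a uniform background. Broad calling joins neighbouring enriched stretches. A region cannot be shorter than about 1 fragment in these lists, since the shortest peak equalled the fragment length given in the header in each of them. The input samples were not subtracted in the peak calling and are not analysed here. The 6 deposited peak lists, 1 per mark and diet, are the only values used.

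For each peak the authors' files give the mean pileup, which is the coverage signal in fragments per base. The deposited −log10 p and −log10 q were computed by MACS against the uniform background. The fold enrichment deposited by the authors is the ratio of the pileup plus 1 to the background plus 1. These scores belong to the peaks of a list and were used to describe, rank and filter peaks. Because the background rose with the number of fragments, the lowest fold that could be called was lower in a deeper list. Folds of different lists are therefore not on a common footing near that limit.

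The number of fragments kept after removal of duplicates was read from each header. It lay between 83773042 and 95218072 for H3K27Ac and between 54166902 and 74870300 for H3K27Me3. Duplicates made up 17.2% to 18.4% of the H3K27Ac fragments and 45.7% to 56.9% of the H3K27Me3 fragments. Since replicates were merged before calling, each group had 1 list. No spread between replicates could be measured, and no test between diets was possible. Shares of regions are given with 95% Wilson intervals, which cover counting error only and treat regions as independent.

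Peaks of the 3 lists of a mark were joined into regions where they overlapped by at least 1 bp, and a region was called present in a diet when it held a peak of that diet. Regions gained in HFD had an HFD peak and no RD peak, and regions lost in HFD had an RD peak and no HFD peak. The similarity of a pair of lists was expressed as the Jaccard index, the bases covered in both lists as a percentage of the bases covered in either. Its interval took the joined regions of the pair as units. Genes and transcription start sites were taken from GENCODE mouse release 21 of the same build (22028 protein-coding genes). No peak reached past the end of a GRCm38 chromosome. A region was at a promoter when it overlapped a window of 1000 bp either side of a start site of a protein-coding gene. Otherwise it was placed in a gene or between genes by its midpoint. Promoter shares were compared with those of regions shared by the 3 diets with Fisher's exact test, two-sided, over regions and not over animals. The overlap of H3K27Ac with H3K27Me3 peaks was compared with 1000 circular shifts of the H3K27Me3 peaks along each of 21 chromosomes in a two-sided permutation test, whose smallest possible p is 0.002. GC content and repeat-masked bases were read from the C57BL/6J reference sequence of GRCm38 for peaks on chromosomes 1 to 19, X and Y. Peaks on other sequences (323, 328 and 418 of the H3K27Me3 peaks in RD, HFD and HFD-O304, and 157, 239 and 180 of the H3K27Ac peaks) were not assessed for repeats and stayed in the lists from which repeat-rich peaks were removed.

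The genes named in the text were fixed before the data were examined as 16 genes that the study discusses for beta cell stress, identity and insulin secretion. For each mark the 3 regions gained in HFD and absent in HFD-O304, and the 3 regions lost in HFD and present in HFD-O304, with the highest −log10 q were named as well. The Aldh1a3 locus was taken from the gene to 150 kb upstream of its start site.

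The joining of regions was tested on simulated data. In 10000 simulated regions all 16 region counts equalled the known counts. These regions lay far apart and their peaks overlapped widely. The test therefore covers the counting, but not split or marginally overlapping peaks. Among 20 independent pairs of simulated lists 1 had a permutation p under 0.05, and a planted overlap of 10% was found as 10.4% among lists of 2000 peaks. Those lists were smaller than the real ones and their peaks were placed uniformly at random. The alternatives fixed before the data were examined were a −log10 q of at least 2 (for all peaks or for presence only), lists of equal size, an overlap of at least 50% of the shorter peak, a gap of up to 1000 bp, chromosomes 1 to 19, X and Y alone, single peaks in place of regions and a promoter window of 2500 bp. A −log10 q of at least 5, a common fold cutoff for the lists of a mark, a −log10 q of at least 5 for presence only, the midpoint of a region for promoters, and the removal of peaks with at least 50% repeat-masked bases were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.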

Results

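Peaks of H3K27Ac, associated with active chromatin, and of H3K27Me3, associated with repression, were compared between the islets of mice on 3 diets. Each mark and diet was represented by 1 list of broad peaks, called by the authors on 2 merged replicates. The H3K27Ac lists rested on 83773042 kept fragments in RD, 95218072 in HFD and 84694188 in HFD-O304. For H3K27Me3 the kept fragments numbered 74870300 in RD, 54166902 in HFD and 57324419 in HFD-O304. With 1 list per group, differences between diets have no replicate error and could not be tested. Intervals below are 95% Wilson intervals over regions.

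The first comparison asked how many regions carried each mark in each diet. H3K27Ac was called at 16314 peaks in RD, 21674 in HFD and 20305 in HFD-O304, which covered 18.0 Mb, 25.8 Mb and 24.1 Mb. H3K27Me3 was called at 15517 peaks in RD, 15438 in HFD and 22049 in HFD-O304, covering 14.3 Mb, 16.1 Mb and 22.3 Mb. The median fold enrichment, as given by the authors, was 2.78 in RD, 2.66 in HFD and 2.76 in HFD-O304 for H3K27Ac, and 2.91, 3.17 and 3.08 in the same order for H3K27Me3. The lowest fold in a list followed its depth. It was 2.28 in RD, 2.17 in HFD and 2.25 in HFD-O304 for H3K27Ac, and 2.53, 2.76 and 2.69 for H3K27Me3, so that the H3K27Me3 list of RD reached weaker regions than that of HFD. Fragments in peaks with a fold under 10 were estimated from the pileup at 3.14%, 4.36% and 4.17% of the kept H3K27Ac fragments in RD, HFD and HFD-O304, and at 2.77%, 3.43% and 4.59% of the kept H3K27Me3 fragments. A minimum −log10 q of 5, like the other stricter limits below chosen after seeing the data, left 8098, 10964 and 10165 H3K27Ac peaks and 5428, 4798 and 6558 H3K27Me3 peaks in RD, HFD and HFD-O304. At a common fold cutoff HFD no longer exceeded HFD-O304, with 19163 against 19845 H3K27Ac peaks. The cutoff was the highest of the lowest folds of a mark, which for H3K27Ac was 2.28, that of RD. For H3K27Me3 it was 2.76, that of HFD, and left 10493 peaks in RD, 15438 in HFD and 19992 in HFD-O304. It therefore removed no H3K27Ac peaks of RD and no H3K27Me3 peaks of HFD.

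**Figure D1:**
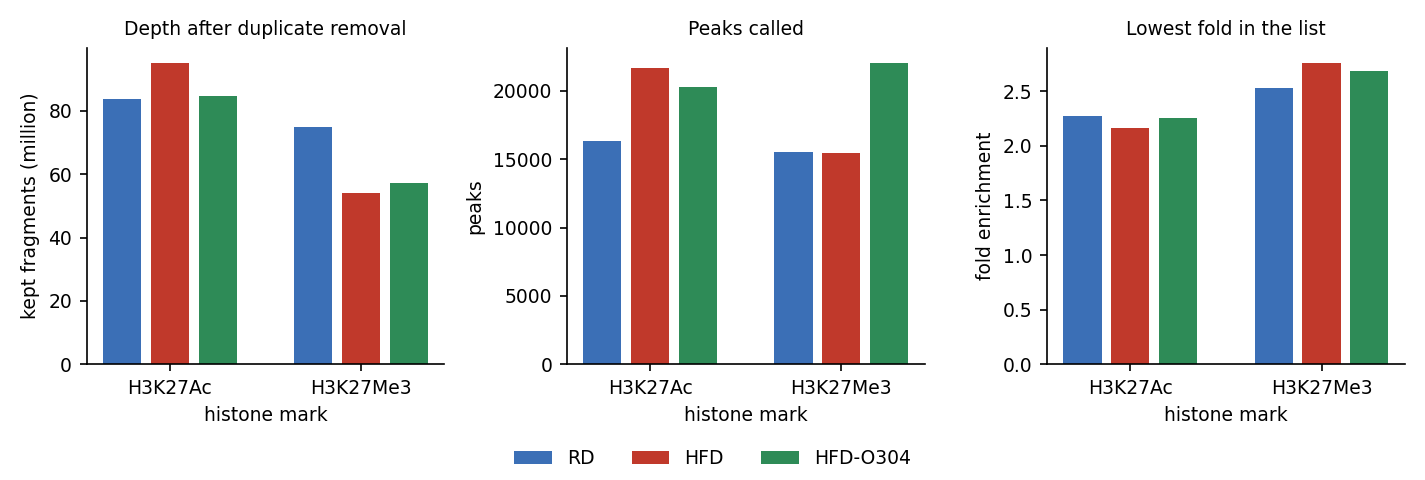
Bars give, for each mark and diet, the kept fragments, the number of peaks and the lowest fold enrichment in the list. The H3K27Me3 list of HFD-O304 held the most peaks (22049) at 57324419 kept fragments, and within each mark the deepest list had the lowest fold limit.

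The lists of a mark were then joined to ask which regions were common to the diets. The H3K27Ac peaks formed 26255 regions, of which 13250 (50.5%) held a peak in all 3 diets. A peak was found in RD alone at 1149 regions, in HFD alone at 4105 and in HFD-O304 alone at 3081. A further 996 regions were shared by RD and HFD, 567 by RD and HFD-O304 and 3107 by HFD and HFD-O304. The H3K27Me3 peaks formed 27260 regions, and 9412 (34.5%) were common to the 3 diets. Regions with a peak in a single diet numbered 2362 in RD, 2557 in HFD and 7468 in HFD-O304. RD and HFD shared 649 more regions, RD and HFD-O304 shared 2469, and HFD and HFD-O304 shared 2343. Regions called in a single diet were shorter and weaker. For H3K27Ac their median length was 355 bp in RD, 433 bp in HFD and 431 bp in HFD-O304. The regions common to the diets had a median of 1340 bp. The median −log10 q was 2.97, 2.88 and 2.82 in the same order, against 8.59 for the common regions. The common regions were joined over 3 lists, which bears on both contrasts. In the HFD list alone their median −log10 q was 7.80.

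**Figure D2:**
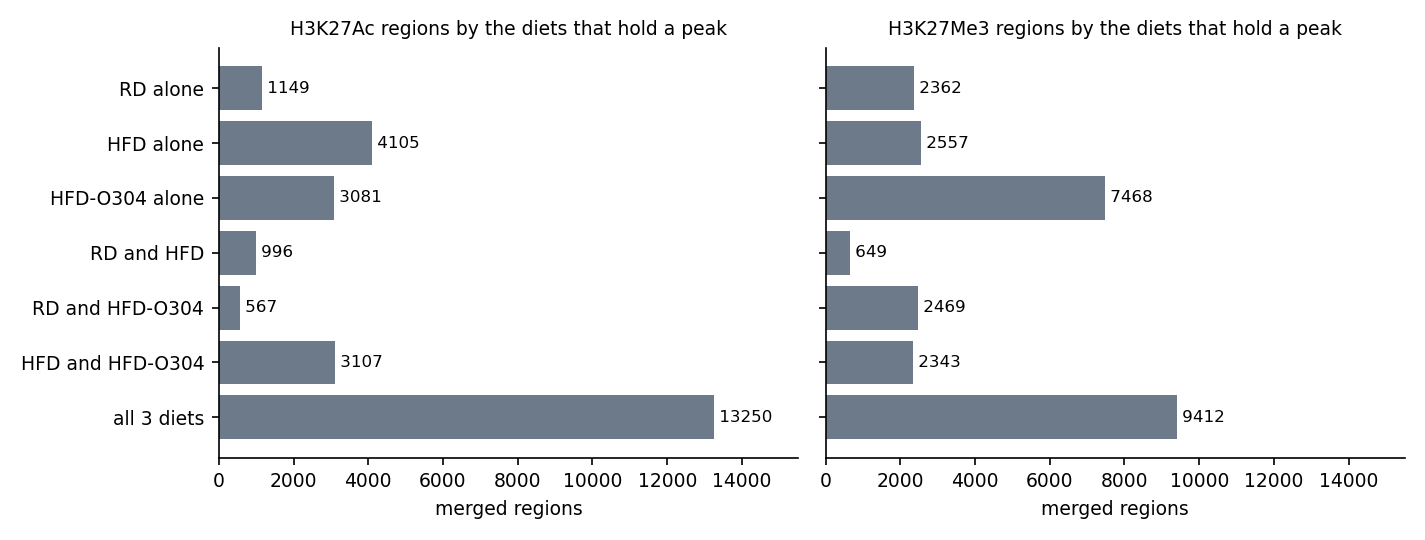
Bars give the number of merged regions by the diets in which a peak was called, for H3K27Ac (left) and H3K27Me3 (right). Regions common to all 3 diets were the most frequent class for both marks (13250 and 9412), followed by regions of HFD alone for H3K27Ac (4105) and of HFD-O304 alone for H3K27Me3 (7468).

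The redistribution of H3K27Ac under HFD, and its occurrence under O304, was assessed next. HFD islets had 7212 H3K27Ac regions that were not called in RD. Of these, 4105 were not called in HFD-O304 either, a share of 56.9% (55.8 to 58.1). Conversely, 1716 regions of RD were not called in HFD, and 567 of them were called in HFD-O304, a share of 33.0% (30.9 to 35.3). The gained regions lay close to the calling limit, with a median −log10 q of 3.09 in HFD. In 28.3% of them the HFD fold was below the lowest fold called in RD. With lists of equal size the balance nearly closed, at 3193 gained and 2972 lost regions. At a common fold cutoff it was 5170 gained and 2143 lost. That cutoff removed HFD peaks but no RD peaks, which by itself favours fewer gained and more lost regions. The numbers depended most on the strength asked of a gained peak. With a −log10 q of at least 5 for presence, and absence judged against all peaks, 833 regions were gained and 31.7% of those were absent in HFD-O304.

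For H3K27Me3, 4900 regions were gained in HFD and 4831 were lost. Of the gained regions 2557 were absent in HFD-O304, or 52.2% (50.8 to 53.6), and of the lost regions 2469 were present in HFD-O304, or 51.1% (49.7 to 52.5). The balance of gained against lost regions changed with the processing. At a common fold cutoff 7051 regions were gained and 2211 lost, whereas with a −log10 q of at least 5 the gained regions (1401) were fewer than the lost ones (1987). The common cutoff was the lowest fold of the HFD list and removed peaks of RD but not of HFD. It therefore favours gained over lost regions by construction. In 54.4% of the lost regions the RD fold was below the lowest fold called in HFD.

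To set these shares in context, the same share was computed for each of the 6 ordered pairs of diets. Among H3K27Ac regions present in HFD-O304 and absent in RD, 49.8% (48.5 to 51.0) were absent in HFD. Among regions present in HFD and absent in HFD-O304, 80.5% (79.4 to 81.5) were absent in RD. The shares ranged from 49.8% to 84.5% for H3K27Ac and from 48.9% to 79.8% for H3K27Me3, and they followed the sizes of the lists. With lists of equal size the range narrowed. The share of HFD-gained H3K27Ac regions absent in HFD-O304 was then 59.3% (57.6 to 61.0), and the other 5 pairs lay between 60.4% and 68.6%. The corresponding H3K27Me3 share was 69.2% (67.9 to 70.5), with the other pairs between 64.4% and 70.8%. Regions lost in HFD lay at opposite ends. Their share absent in HFD-O304 was the highest of the 6 for H3K27Ac, at 68.6% (66.9 to 70.3). For H3K27Me3 it was the lowest, at 64.4% (63.1 to 65.8). By covered bases, H3K27Ac in HFD-O304 had a Jaccard index of 58.7% with HFD and 54.9% with RD, and that of RD with HFD was 54.3%. For H3K27Me3 the index was 47.0% for HFD-O304 with HFD, 44.8% for HFD-O304 with RD and 47.1% for RD with HFD. A −log10 q of at least 5 moved the index most, to 55.5% for H3K27Me3 in HFD-O304 and RD.

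**Figure D3:**
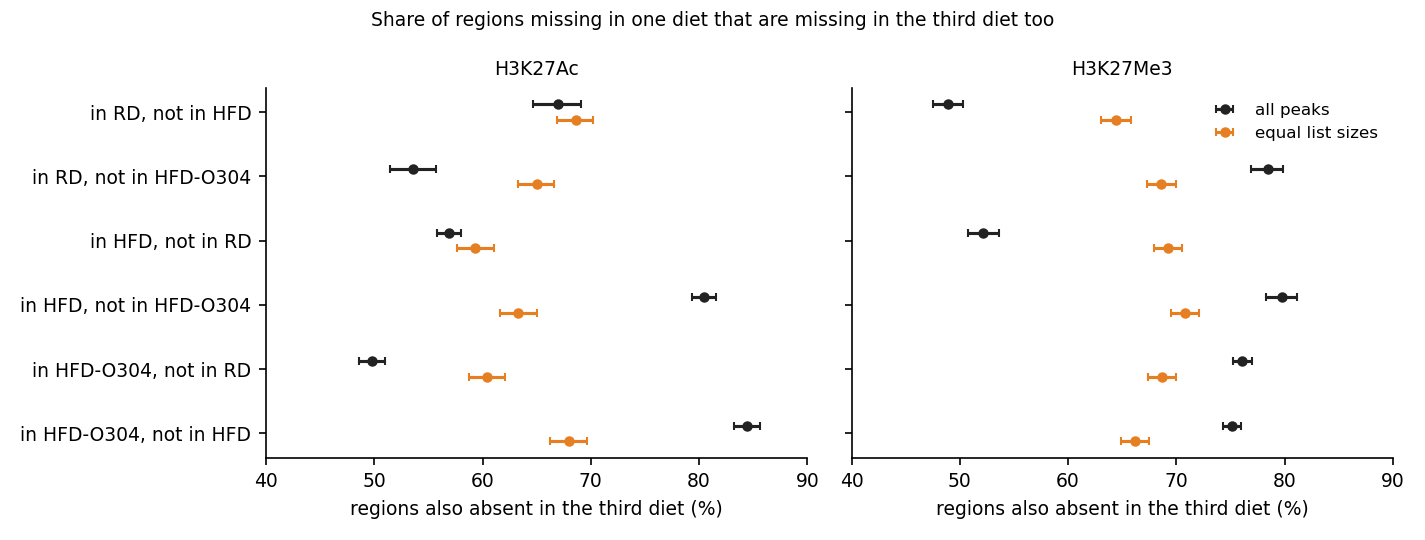
Points give, for regions present in one diet and absent in another, the percentage that was also absent in the third diet, with 95% Wilson intervals as bars, for all peaks (black) and for lists of equal size (orange). With equal list sizes the H3K27Ac shares lay between 59.3% and 68.6%, and the share for regions gained in HFD was the lowest of the 6.

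The genomic context of the regions was compared with that of regions shared by the 3 diets. Of the shared H3K27Ac regions 70.3% (69.5 to 71.1) lay at promoters. The share was 16.8% (15.7 to 18.0) for regions gained in HFD and absent in HFD-O304, with an odds ratio of 0.0854, and 25.6% (22.2 to 29.3) for regions lost in HFD and present in HFD-O304, with an odds ratio of 0.145. The corresponding −log10 p of Fisher's exact test were 829.7 and 101.4. The contrast was not specific to these classes. The share was 10.9% for regions of RD alone, 19.9% for HFD-O304 alone, 19.1% for RD and HFD, and 38.4% for HFD and HFD-O304. Intergenic sequence held 42.9% (41.4 to 44.4) and 41.6% (37.6 to 45.7) of these classes, against 18.2% (17.6 to 18.9) of the shared regions. The promoter shares depended on peak strength. With a −log10 q of at least 5 those of the gained and lost classes were 50.4% and 47.8%, against 82.0% of the shared regions. H3K27Me3 regions were less often at promoters. The promoter share was 15.2% (14.5 to 16.0) for shared regions, 11.5% (10.3 to 12.8) for regions gained in HFD and absent in HFD-O304 (odds ratio 0.720, Fisher's exact p = 9.9e-07) and 4.13% (3.41 to 4.99) for regions lost in HFD and present in HFD-O304 (odds ratio 0.240, Fisher's exact p = 2.5e-59). Intergenic sequence held 63.5% of the shared H3K27Me3 regions, 63.3% of the gained and 71.9% of the lost class. The largest p of these 4 tests is unchanged by Benjamini-Hochberg adjustment. Without peaks of at least 50% repeat-masked bases the H3K27Me3 shares were higher, at 43.9% for shared, 24.0% for gained and 16.3% for lost regions. The difference for gained H3K27Me3 regions was not stable. With a −log10 q of at least 5 its direction was opposite, at 25.3% against 6.06% of shared regions.

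**Figure D4:**
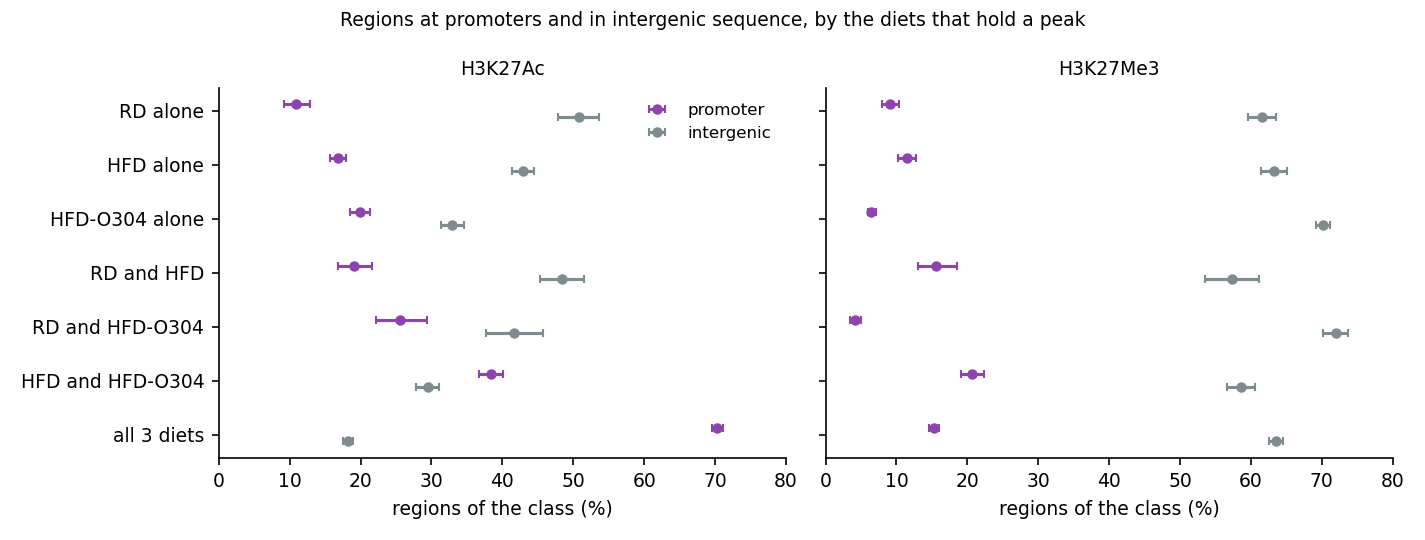
Points give the percentage of regions at promoters (purple) and in intergenic sequence (grey) by the diets that held a peak, with 95% Wilson intervals. H3K27Ac regions common to all 3 diets were at promoters in 70.3% of cases, above every other H3K27Ac class, whereas no H3K27Me3 class exceeded 20.7%.

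The active and the repressive mark were expected to occupy separate places, and their overlap within a diet was measured. In RD, 3118 of the 16314 H3K27Ac peaks overlapped an H3K27Me3 peak, or 19.1% (18.5 to 19.7). The share was 20.4% (19.9 to 20.9) in HFD and 17.6% (17.1 to 18.1) in HFD-O304. Shifted H3K27Me3 peaks overlapped 1.17%, 1.29% and 1.80% of the H3K27Ac peaks on average. In each diet the permutation test gave p = 0.002, the smallest value that 1000 shifts can give. The overlap was concentrated away from promoters, with 41.0%, 36.1% and 33.1% of the H3K27Ac peaks outside promoters in RD, HFD and HFD-O304, against 4.39%, 6.21% and 5.14% at promoters. Repeat-masked bases made up at least 50% of 67.1% of the H3K27Me3 peaks and 16.9% of the H3K27Ac peaks in RD on chromosomes 1 to 19, X and Y. Removal of such peaks, also chosen after seeing the data, lowered the overlap to 9.45% in RD, 9.48% in HFD and 8.65% in HFD-O304, still above the shifted peaks (permutation p = 0.002 in each).

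Occupancy at the Aldh1a3 locus was examined because the study relates expression of this gene to beta cell dysfunction. Aldh1a3 (ENSMUSG00000015134) lies on chromosome 7 from 66390890 to 66427517 on the minus strand (GRCm38). From the gene to 150 kb upstream, H3K27Ac had 0 peaks in RD, 3 in HFD and 1 in HFD-O304. In HFD a peak from 66426903 to 66427772 spanned the start site, with a fold of 2.39 and a −log10 q of 3.32. The other HFD peaks were centred 70.7 kb upstream (66497579 to 66498872, fold 2.26, −log10 q 2.56) and 114.2 kb upstream (66541478 to 66541869, fold 2.36, −log10 q 3.12). The latter consisted entirely (100%) of repeat-masked bases. In HFD-O304 the peak lay 70.2 kb upstream (66497556 to 66497887, fold 2.48, −log10 q 3.31) and overlapped the HFD peak there. The HFD peak at 70.7 kb had a fold below the lowest fold called in RD (2.28), and at a common fold cutoff HFD had 2 H3K27Ac peaks at the locus in place of 3. With a −log10 q of at least 5 there were 0 in each diet. H3K27Me3 had 3 peaks at the locus in each diet. They covered the start site and places 83.6 kb and 114 kb upstream. The upstream peaks consisted entirely (100%) of repeat-masked bases in each diet. Folds at the start site were 2.70 in RD, 2.91 in HFD and 2.74 in HFD-O304. The RD and HFD-O304 folds there were below the lowest fold called in HFD (2.76). No H3K27Me3 peak overlapped the H3K27Ac peaks near 70 kb.

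**Figure D5:**
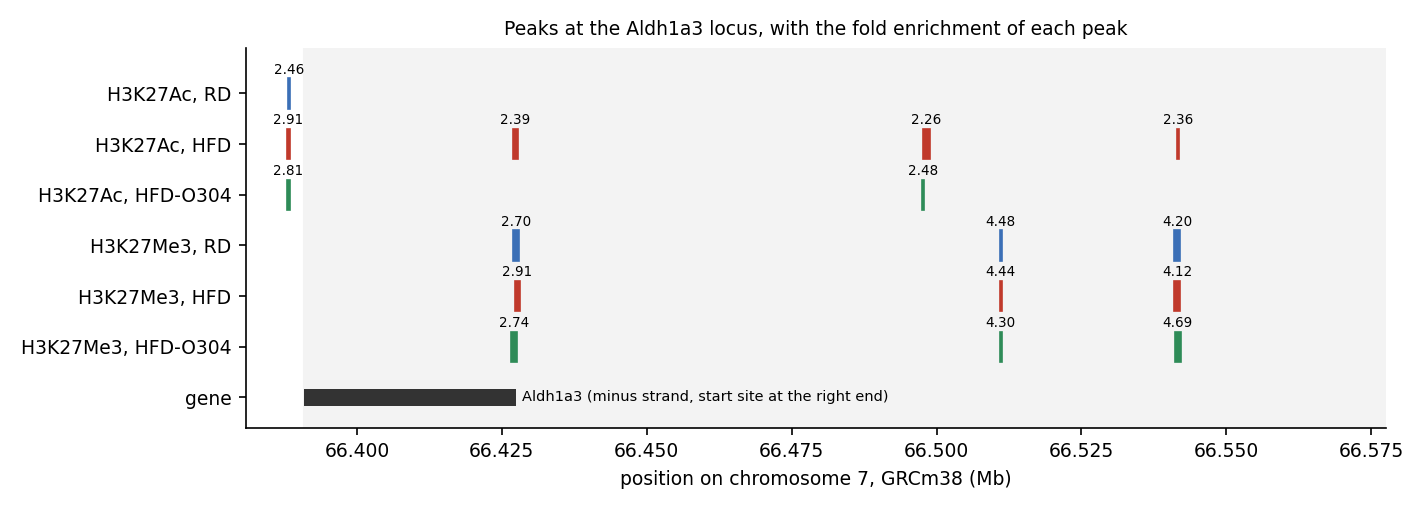
Boxes mark the peaks of each list on chromosome 7, in Mb of GRCm38, with the fold enrichment of each peak above it, the gene as a black bar and the window of 150 kb upstream shaded. H3K27Ac peaks occur in the window at 3 places in HFD and at 1 in HFD-O304, whereas the H3K27Me3 peaks recur at the same 3 places in every diet.

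Promoters of 16 genes discussed by the study were inspected in the same way. An H3K27Ac peak was found at 10 of these promoters in RD, 13 in HFD and 12 in HFD-O304, and an H3K27Me3 peak at 2, 2 and 3. With a window of 2500 bp the H3K27Ac counts were 12 in RD, 14 in HFD and 12 in HFD-O304. The absence of a peak below, given for the window of 1000 bp, therefore depended in part on the window. The lowest folds called in these diets were 2.28, 2.17 and 2.25 for H3K27Ac and 2.53, 2.76 and 2.69 for H3K27Me3. Isl1, Mafa, Foxo1, Pdx1, Nkx6-1, Ucn3, Ins2, Hspa5 and Txnip had H3K27Ac in all 3 diets, with folds from 2.37 at Ucn3 in HFD to 4.08 at Nkx6-1 in HFD-O304. Neurod1 (chromosome 2, 79452521 to 79456751) had a peak in HFD (fold 2.60) and HFD-O304 (fold 2.75) but not in RD, and so had Slc2a2 (chromosome 3, 28697903 to 28731359), with folds of 2.43 and 2.58. Ins1 (chromosome 19, 52264297 to 52265476) had a peak in RD (fold 2.70) and HFD (fold 2.96) and none in HFD-O304. Trpm5 (chromosome 7, 143069153 to 143094642) had a peak in HFD-O304 only, with a fold of 2.86. Ppargc1a and Ldha had no H3K27Ac peak at the promoter. H3K27Me3 was called at Aldh1a3 and Ldha in each diet and at Nkx6-1 in HFD-O304 (fold 2.73, −log10 q 2.36). A −log10 q of at least 5 left H3K27Ac at 5, 7 and 8 and H3K27Me3 at 0, 0 and 1 of the promoters in RD, HFD and HFD-O304. At a common fold cutoff H3K27Me3 was at 1, 2 and 1.

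Among H3K27Ac regions gained in HFD and absent in HFD-O304, the highest −log10 q belonged to a region of 278 bp on chromosome 14 (8286647 to 8286924, intergenic, 22992 bp from the nearest start site, of Fam107a), with a fold of 18.9. It was followed by an intronic region of Dop1b on chromosome 16 (93789191 to 93789529, fold 14.2) and an intergenic region on chromosome 13 (25050380 to 25050662, fold 8.89, nearest gene Dcdc2a). H3K27Ac regions lost in HFD and present in HFD-O304 were led by intergenic regions on chromosome 1 (195371623 to 195371969, fold 20.9 in RD and 18.2 in HFD-O304), chromosome 6 (25529015 to 25529411, folds 4.34 and 4.67) and chromosome 10 (43860865 to 43861246, folds 4.64 and 3.92). All 6 named H3K27Ac regions were 278 to 397 bp long and overlapped an H3K27Me3 peak in at least 1 diet. The strongest H3K27Me3 regions gained in HFD and absent in HFD-O304 lay on chromosome 3 (35224956 to 35225283, intergenic, fold 8.34), chromosome Y (90202066 to 90202387, intergenic, fold 5.63) and chromosome 9 (99705781 to 99706196, intron of Cldn18, fold 4.84). Those lost in HFD and present in HFD-O304 lay on chromosome 13 (26990055 to 26990302, intergenic, fold 15.5 in RD), chromosome 6 (90027540 to 90028757, 1218 bp, intergenic, fold 8.20 in RD) and chromosome 7 (46011170 to 46011431, intron of Abcc6, fold 4.49 in RD). Repeat-masked bases made up at least 50% of 9 of these 12 regions.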

Values the study reported

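The study reported 16,314 regions with H3K27Ac and 15,517 with H3K27Me3 in RD islets. In HFD and HFD-O304 islets it counted 21,674 and 20,305 H3K27Ac sites and 15,438 and 22,049 H3K27Me3 regions. It gave 7428 new H3K27Ac regions in HFD islets, 4321 of which were prevented by O304, and a loss from 2068 sites, 567 of which were preserved. For H3K27Me3 it listed 9412 regions shared by the groups and 5377 new regions in HFD islets, 3034 of which were absent in HFD-O304 islets. Of 5456 regions depleted of H3K27Me3 in HFD islets, the study found 2469 preserved under O304.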

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

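The 39 results were recomputed under the alternatives named in the methods, which gave 279 values. A −log10 q of at least 2 removed 0 peaks and therefore tests nothing, and its values are left out of the counts below. No paired analysis was possible because the replicates were merged before peaks were called, and for the same reason no replicate could be left out. The cause of the changes below was not tested, except that a stricter limit or an equal list size removes peaks by construction.

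With lists of equal size 3193 H3K27Ac regions were gained and 2972 lost in HFD, and 59.3% of the gained were absent in HFD-O304. For H3K27Me3 69.2% of the gained regions were absent and 35.6% of the lost were present in HFD-O304. The H3K27Ac Jaccard index was 59.0% for RD and HFD, 58.3% for RD and HFD-O304 and 62.5% for HFD and HFD-O304, and that of H3K27Me3 was 49.1% for RD and HFD-O304 and 50.4% for HFD and HFD-O304. An overlap of at least 50% gave 60.2% of gained H3K27Ac regions absent and 29.1% of lost ones present in HFD-O304, and for H3K27Me3 57.4% and 46.4%. Allowing a gap of up to 1000 bp gave 55.4% of gained H3K27Ac regions absent, and for H3K27Me3 48.5% absent and 54.1% of the lost present. Single peaks gave 49.9% and 53.1% for H3K27Me3. On chromosomes 1 to 19, X and Y alone the H3K27Me3 index of RD and HFD-O304 was 44.2%.

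The remaining alternatives were chosen after seeing the data. A −log10 q of at least 5 left 8098 H3K27Ac peaks in RD, 10964 in HFD and 10165 in HFD-O304, and 5428, 4798 and 6558 H3K27Me3 peaks. It left 6860 H3K27Ac and 3054 H3K27Me3 regions shared by the diets. For H3K27Ac 3581 regions were gained (45.4% absent in HFD-O304) and 694 lost (35.6% present), and for H3K27Me3 1401 were gained (58.3% absent) and 1987 lost (52.6% present). The Jaccard index of RD and HFD, RD and HFD-O304, and HFD and HFD-O304 was 56.1%, 57.7% and 64.8% for H3K27Ac and 53.1%, 55.5% and 53.2% for H3K27Me3. At the Aldh1a3 locus 0 H3K27Ac peaks were left in HFD and 0 in HFD-O304. When this limit applied to presence only, 833 H3K27Ac regions were gained (31.7% absent) and 216 lost (40.7% present), and 383 H3K27Me3 regions were gained (41.3% absent) and 567 lost (66.1% present).

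At a common fold cutoff 51.8% of gained H3K27Ac regions were absent and 37.1% of lost ones present in HFD-O304. For H3K27Me3 44.8% of the gained were absent, and 56.4% of the 2211 lost were present. The index was 56.7% for H3K27Ac in RD and HFD and 60.2% in HFD and HFD-O304, and for H3K27Me3 45.3% in RD and HFD, 41.7% in RD and HFD-O304 and 48.4% in HFD and HFD-O304. Without peaks of at least 50% repeat-masked bases, 53.2% of gained H3K27Ac regions were absent, 37.6% of the 1021 lost were present, and the index of HFD and HFD-O304 was 59.4%. This removal, which kept peaks on other sequences than chromosomes 1 to 19, X and Y, left 5325 H3K27Me3 peaks in RD, 5998 in HFD and 7363 in HFD-O304, with 3122 shared regions, 2308 gained (50.4% absent) and 1491 lost (38.4% present). The H3K27Me3 index was 44.6% in RD and HFD, 43.7% in RD and HFD-O304 and 52.0% in HFD and HFD-O304.

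The promoter share of H3K27Me3 regions gained in HFD and absent in HFD-O304 was the tested result that changed direction or its side of the threshold. Beside that of shared regions it was 14.1% against 14.6% with equal list sizes (Fisher's exact p = 0.456) and 15.8% against 17.5% with a window of 2500 bp (Fisher's exact p = 0.0508). Its direction was opposite with a −log10 q of at least 5, at 25.3% against 6.06% (Fisher's exact p = 3.45e-49), and at a common fold cutoff, at 13.1% against 12.2% (Fisher's exact p = 0.235). Without repeat-rich peaks it was 24.0% against 43.9%. Judged on the midpoint of the region it was 10.6% against 12.2% (Fisher's exact p = 0.0228). The other 3 promoter results kept their direction and stayed under 0.05 by Fisher's exact test in all 24 values, but their size changed. With a −log10 q of at least 5 the H3K27Ac shares were 50.4% for gained and 47.8% for lost regions against 82.0% of shared ones, and without repeat-rich peaks that of lost H3K27Me3 regions was 16.3%. The overlap of the marks ranged from 8.65% to 20.9% over 18 values and exceeded the shifted peaks in each (permutation p = 0.002, the smallest possible). Among promoters of named genes 7 of 24 counts changed by more than 1.5 times, all under a −log10 q of at least 5 or a common fold cutoff. Without repeat-rich peaks 3 of the 12 named regions kept their class, which follows from the setting, since 9 were at least 50% repeat-masked. All 12 kept their class under the other alternatives computed for them. Except for the overlap of at least 50% and the gap, this also follows from the settings. They only remove weaker peaks or those on other sequences, and the regions were chosen for their high −log10 q.

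In H3K27Ac more regions were gained than lost under each alternative, but with lists of equal size the numbers were close (3193 against 2972). In H3K27Me3 the lost regions outnumbered the gained under both limits of −log10 q of at least 5 and were the fewer otherwise. Depth limits the comparison of weak regions, since the lowest fold called was 2.17 to 2.28 in the H3K27Ac lists and 2.53 to 2.76 in the H3K27Me3 lists.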

Other observations

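The tests of depth, calling limit, turnover, peak length and mitochondrial signal were chosen only after the result was seen, and the others were set beforehand. For 3 of the tests (GC content of overlapping peaks, rank correlation and peak length) the rule for reading the value was relaxed after the value was known. Each of these missed the limit first set for it, which is given beside it, and each is left open here.

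On chromosomes 1 to 19, X and Y, repeat-masked bases made up at least 50% of 67.1% of the H3K27Me3 peaks in RD, 62.5% in HFD and 67.9% in HFD-O304, and of 16.9%, 16.7% and 13.7% of the H3K27Ac peaks. The median H3K27Me3 peak there was 100% repeat-masked in each diet, against 36.4% of the bases of the genome. Among H3K27Ac peaks of RD outside promoters, those that overlapped H3K27Me3 had a median repeat-masked share of 98.2% and the others of 12.8%, a difference of 85.4 percentage points. The difference was 89.3 points in HFD and 87.9 in HFD-O304. Repeated sequence read in excess without immunoprecipitation is therefore a candidate explanation for most of this overlap, since no input was subtracted. The GC content of the overlapping peaks was higher by 3.45 points in RD, 5.62 in HFD and 5.08 in HFD-O304. The limit set beforehand was 5 points and RD fell short of it, so that by the first rule shared base composition would be excluded. It is left open because the other diets passed the limit. The folds of the marks at the overlapping regions had a Spearman rho of 0.425 in RD, 0.394 in HFD and 0.348 in HFD-O304, and without peaks of a fold of 10 or more of 0.314, 0.307 and 0.209 in the same order. The limit set beforehand was 0.5, which none reached, and a common excess of reads at each place is left open only because rho was above 0. Marks that do lie on repeats, and differences in repeat copies between CBA mice and the C57BL/6J reference, were not tested. Without repeat-rich peaks the overlap in RD was 9.45% against 0.475% for shifted peaks, so that peaks of at least 50% repeat-masked bases do not account for all of it. Peaks with a smaller masked share and peaks on other sequences were kept, so repeats in general are not excluded. The first share also counts peaks on other sequences, which were not shifted.

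The peaks with the highest fold were common to the marks. Of the 100 H3K27Ac peaks with the highest fold in RD, 99 overlapped an H3K27Me3 peak, against 18.6% of the other H3K27Ac peaks. This is consistent with sequences that are read in excess in any library. Peaks of a fold of 10 or more are not the whole cause of the overlap. Without them it was 17.7% in RD, against a maximum of 1.49% among the shifted peaks. Only 91 H3K27Ac and 184 H3K27Me3 peaks were left out, so excess reads at weaker peaks stay open as a cause. No biological explanation was tested.

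HFD had 1.33 times as many H3K27Ac peaks as RD from 1.14 times as many kept fragments. At a common fold cutoff the ratio of peaks was 1.17, which argues against depth as the whole cause. HFD-O304 had 1.24 times as many H3K27Ac peaks as RD from 1.01 times the kept fragments. For H3K27Me3, HFD-O304 had 1.43 times as many peaks as HFD, and 1.29 times at a common fold cutoff. A stronger enrichment of the whole library was assessed from the coverage over background at regions shared by the 3 diets, a measure that replaced the fold before its outcome was seen. The median log2 ratio was 0.0440 for H3K27Ac in HFD over RD (quartiles −0.0604 and 0.153), 0.0603 for H3K27Ac in HFD-O304 over RD (−0.0403 and 0.164) and 0.0389 for H3K27Me3 in HFD-O304 over HFD (−0.0684 and 0.164). A median above 0 had been set beforehand as speaking for this explanation, but values so near 0 over regions that go both ways decide nothing. Over RD the H3K27Me3 ratio was higher, with a median of 0.152 in HFD (quartiles 0.0321 and 0.268, above 0 at 79.8% of regions) and 0.196 in HFD-O304 (0.0876 and 0.307, above 0 at 87.4%). At a common fold cutoff HFD had 1.47 times and HFD-O304 1.91 times as many H3K27Me3 peaks as RD. Taken alone, these values would go with stronger enrichment in HFD and HFD-O304. Other counts were mixed. Among all peaks HFD had 0.995 times and HFD-O304 1.42 times as many as RD, from 0.723 and 0.766 times the kept fragments. A −log10 q of at least 5 left fewer peaks in HFD (4798) than in RD (5428), but more in HFD-O304 (6558). The lowest fold called was also higher in HFD and HFD-O304 (2.76 and 2.69 against 2.53 in RD). This bears on the ratios at shared regions. It also bears on the counts at the common cutoff, which was the lowest fold of HFD and removed RD but no HFD peaks. Neither can therefore decide for stronger enrichment. Enrichment of the library and an effect of diet cannot be told apart with 1 merged list per group, and the effect of diet is untested.

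The gained and lost regions were compared with the calling limits. Of the H3K27Me3 regions lost in HFD 45.6% had an RD fold at or above the lowest fold called in HFD, and of the gained H3K27Ac regions 71.7% had an HFD fold at or above the lowest fold called in RD. The limit may therefore account for part of these classes. Whether it accounts for all is open, because a region slightly above the lowest fold called can still be missed. Many folds lay near it. Those of lost H3K27Me3 regions in RD had quartiles of 2.63 and 2.92, against a lowest fold of 2.76 in HFD. Those of gained H3K27Ac regions in HFD had quartiles of 2.26 and 2.50, against 2.28 in RD. The median GC content of gained minus lost regions was 3.54 points for H3K27Ac and −0.901 points for H3K27Me3, under the 5 points set beforehand for a difference between libraries. With lists of equal size 59.3% of the gained H3K27Ac regions and 69.2% of the gained H3K27Me3 regions were absent in HFD-O304, against 60.4% to 68.6% and 64.4% to 70.8% for the other ordered pairs. Turnover between any pair of lists near the limit and an effect of O304 cannot be told apart, because no replicate lists show how much turnover there is within a diet.

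Some strong regions were called in 1 or 2 diets only. Of 133 H3K27Ac regions with a −log10 q of at least 10 and a peak in 1 or 2 diets, 61 (45.9%, 37.6 to 54.3) were shorter than 405 bp, 1.5 times the fragment length, against 2.09% of 5305 shared regions of that strength. The minimum length of the peak caller may have removed the counterpart of such short regions in the other diets. The first rule asked for more than 50%, which the value missed, and the explanation is left open because the interval includes 50%. The 6 named H3K27Ac regions, of 278 to 397 bp, belong to this size range. A biological difference at these places stays untested.

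The mitochondrial chromosome was called as a single H3K27Ac peak with a fold of 15.7 in RD, 4.52 in HFD and 4.18 in HFD-O304. More mitochondrial DNA in RD islets would raise it in both marks, but in the H3K27Me3 lists the fold was 11.6 in RD, 13.9 in HFD and 14.4 in HFD-O304, which argues against it if the same islets were used for both marks. More unprecipitated DNA in the RD H3K27Ac libraries was assessed at the other peaks with a fold of 10 or more. Across 77 nuclear regions their median ratio of RD to HFD was 0.989 (quartiles 0.902 and 1.11). This ratio cannot decide, because the fold is taken over a background that such DNA would raise as well. What raised this signal in RD was left unexplained.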
